# Mechanical Loading Induces NRF2 Nuclear Translocation to Epigenetically Remodel Oxidative Stress Defense in Osteocytes

**DOI:** 10.3390/antiox14030346

**Published:** 2025-03-15

**Authors:** Yue Guo, Jing Zhang, Luyu Gong, Na Liu, Qiaoqiao Liu, Zhaojun Liu, Baosheng Guo, Jingping Yang

**Keywords:** osteocytes, mechanical loading, NRF2, epigenetic remodeling, pharmacological modulation, oxidative homeostasis

## Abstract

The mechano-responsiveness of osteocytes is critical for maintaining bone health and associated with a reduced oxidative stress defense, yet the precise molecular mechanisms remain incompletely understood. Here, we address the gap by investigating the epigenetic reprogramming that drives osteocyte responses to mechanical loading. We found overall remodeling of antioxidant response under mechanical loading and identified NRF2, a key transcription factor in oxidative stress response, which plays a vital role in the epigenetic remodeling of osteocytes. The results showed that mechanical loading enhanced NRF2 protein stability, promoted its nuclear translocation, and activated osteocyte-specific transcriptional programs. In contrast, pharmacological stabilization of NRF2 failed to fully replicate these effects, underscoring the unique role of mechanical stimuli in modulating NRF2 activity and antioxidant function. Our findings highlight the potential therapeutic limitations of NRF2-stabilizing drugs and suggest that combining pharmacological approaches with mechanical interventions could offer more effective treatments to maintain oxidative homeostasis.

## 1. Introduction

The mechano-responsiveness of osteocytes, the primary bone cells involved in sensing and responding to mechanical loading, is essential for maintaining bone health and integrity [1,2,3]. In parallel, oxidative stress has been recognized as a detrimental factor in bone degeneration and osteocyte dysfunction, contributing to diseases like osteoporosis [4]. Meanwhile, oxidative stress is also a key modulator of cell fate decision in osteoarthritis and osteoporosis [5,6]. Studies showed that regulating oxidative stress-related changes can ameliorate intervertebral disc degeneration (IDD) [7]. All these studies indicate that redox homeostasis plays a pivotal role in osteocyte function. However, the precise molecular mechanisms linking remodeling of oxidative stress response and mechanotransduction remain poorly understood.

Transcriptional remodeling and the gene regulatory network (GRN) [8] are crucial in the mechanical response of osteocytes. Current research indicates that mechanical loading significantly influences gene expression in osteocytes, playing a pivotal role in their mechano-responsiveness [9]. For instance, exercise derepresses the transcription of *Nrf2*, a key transcription factor in oxidative stress response to prevent osteoporosis [10]. Mechanical loading also induces the expression of *Pdpn* and *Ptgs2*, which are essential genes for osteocyte function [11,12,13]. Despite these insights, the regulatory mechanisms of transcriptional remodeling in osteocytes are not well understood.

Mechanical loading can remodel transcriptional regulatory programs in various ways. It can modulate transcription factors (TFs) that bind to the genome, thereby reprogramming gene expression [12,14]. For instance, mechanical loading has been shown to activate YAP in epidermal stem cells and fibroblasts. Additionally, studies indicate that mechanical loading is associated with histone modifications [15]. For example, the effects of mechanical loading depend on H3K9me3 in Chinese hamster ovary cells [16], and HDAC5 plays a role in loading-induced suppression of *Sost* in mature osteocytes [17]. However, the genome-wide epigenetic mechanisms in osteocytes remain unclear, warranting further investigation into this complex process.

Here, we address the gaps in our understanding of how mechanical loading influences oxidative homeostasis in osteocytes. Using MLO-Y4 cells, we investigate the transcriptome and histone modification profiles to elucidate the epigenetic factors that drive osteocyte responses to mechanical loading. Our results revealed significant oxidative stress defense remodeling, with NRF2 emerging as a key regulator. Instead of transcriptional regulation of *Nrf2*, we found that mechanical loading stabilized NRF2 protein levels and promoted its nuclear translocation, leading to enhanced genomic binding of NRF2 and activation of the essential genes of the osteocyte. In contrast, pharmacological stabilization of NRF2 failed to fully replicate these effects. These findings advance our understanding of osteocyte mechanotransduction and highlight the potential for developing integrated therapeutic strategies targeting both mechanical and molecular stimuli to improve osteocyte oxidative homeostasis.

## 2. Materials and Methods

### 2.1. Cell Cultures

The MLO-Y4 cell line (Shanghai Zhong Qiao Xin Zhou Biotechnology Co., Ltd., Shanghai, China, ZQ0954RRID:CVCL_M098) was maintained in DMEM medium (Gibco, Thermo Fisher Scientific, Waltham, MA, USA, 12800-017) with 5% FBS (Gibco, Thermo Fisher Scientific, Waltham, MA, USA, 10270-1106) and 5% NBCS (Gibco, Thermo Fisher Scientific, Waltham, MA, USA, 16010-159) at 37 °C in a 5% (*v*/*v*) CO_2_ humidified incubator.

### 2.2. Mechanical Loading

For the loaded group, MLO-Y4 cells were plated onto UniFlex^TM^ Culture Plates coated with type I collagen (Flexcell International Corporation, Flexcell International Corporation, Burlington, NC, USA), which are 6-well plates with a soft silicone rubber membrane at the bottom of each well. When the cells reached 60% confluency, the plates were subjected to the Flexcell FX5000 Tension System and treated with equiaxial dynamic stretching at 0.5 Hz and 20% strain for 12 h.

### 2.3. RNA-Seq

Cells were lysed using TRIzol (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Each sample contained more than 1.5 µg of total RNA. Ribosomal RNA was depleted to enrich the total RNA. The library was constructed and sequenced by Allwegene Company. Two replicates were performed for each group.

### 2.4. ChIP-Seq

ChIP assays were performed as previously described [18]. MLO-Y4 cells were fixed by 1% formaldehyde solution (Sigma, St. Louis, MO, USA, F8775-25ML) and quenched with 1.25M glycine (Amresco, Solon, OH, USA, 200-272-2). Chromatin was collected and sheared using the Bioruptor Plus with 30 s on and 30 s off for 18 cycles. Immunoprecipitation was performed using 3–5 μg of H3K27ac (Abcam, ab4729, RRID:AB_2118291, Cambridge, UK), H3K4me3 (Abcam, ab8580, Cambridge, UK, RRID:AB_306649), or NRF2 (Proteintech, Rosemont, IL, USA, 80593-1-RR, RRID:AB_2918904) antibodies. DNA was purified using the DNA Clean & Concentrator-5 kit (Zymo, Irvine, CA, USA D4014). Libraries were then constructed from ChIP samples using the NEBNext Ultra DNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA, E7370) and sequenced on a NovaSeq by Annoroad Gene Tech (Beijing) Co., Ltd. (Beijing, China). Two biological replicates were performed for each group.

### 2.5. RNA-Seq Analysis

RNA-seq analysis was performed as previously described [19]. The adaptor-trimmed and quality-filtered reads were mapped to the mm10 genome using HISAT2 (version 2.1.0). Transcript assembly was performed using StringTie (version 1.3.5). The output files from StringTie were used to generate the count matrices for genes by executing prepDE.py. Differential expression was analyzed using DESeq2 (version 1.32.0), with differentially expressed genes identified based on an adjusted *p*-value (padj) of less than 0.01. DESeq2 (version 1.32.0) was also used to perform principal component analysis (PCA) on the unloaded and loaded groups. For visualization of transcription signals obtained from the transcriptome data, deduplicated BAM files were converted into bedgraph files using bedtools (v2.26.0), followed by sorting and conversion to visualizable bigwig files using bedtools (v4). Gene expression levels were then visualized using the Integrative Genomics Viewer (IGV).

### 2.6. ChIP-Seq Analysis

The adaptor-trimmed and quality-filtered reads were aligned to the mm10 using Bowtie2 [20] with default parameters, and uniquely mapped reads were used for peak calling with MACS2 [21]. The NRF2 ChIP-seq data in astrocytes SRR25281578 and SRR25281569, or in human aortic endothelial cell (HAEC) GSM2394418 were processed exactly the same as that in MLO-Y4. A pairwise comparison of NRF2 peaks in MLO-Y4 and astrocytes was performed via peak overlapping by “intersectBed” of “bedtools”. The heat maps of ChIP-seq results were generated by Seqplots (Bioconductor package) [22]. De novo motifs were identified using the “findMotifsGenome.pl” function in Homer with the parameter “–size given” for NRF2-binding regions [23]. The R package ChIPseeker (version 1.28.3) was used for annotating the distribution of enriched ChIP-seq peaks.

### 2.7. Gene Functional Analysis

Metascape online software (https://metascape.org/gp/index.html#, accessed on 12 December 2023) was used to analyze the different functions of the differentially expressed genes obtained from different groups. Gene Set Enrichment Analysis (GSEA) (version 4.3.2) was used to evaluate the enrichment of the NRF2-related gene set including WP2884 and WP4357. GREAT (http://great.stanford.edu/public/html/index.php, accessed on 4 July 2024 and 21 February 2025) was used to analyze the biological function of NRF2 peaks.

### 2.8. Western Blot

The total protein was extracted from cells using highly efficient RIPA lysis buffer (Solarbio, Beijing, China, R0010). For the extraction of nucleus or cytoplasmic proteins, the NE-PER^®^ Nuclear or Cytoplasmic Extraction Kit (Keygen Biotech, Nanjing, Jiangsu, China, KGP150) was used. Proteins were separated using a 10% Color PAGE Gel Rapid Preparation Kit (Epizyme, Shanghai, China) under reducing conditions. The used antibodies were mouse NRF2 antibody (1:5000, Proteintech, Rosemont, IL, USA, 80593-1-RR, RRID:AB_2918904); mouse anti-Lamin B1 antibody (1:1000, Abcam, Ab16048, RRID:AB_443298); mouse beta-Actin (13E5) Rabbit mAb (1:1000, Cell Signaling Technology, 4970, RRID:AB_2223172); and Anti-rabbit IgG, HRP-linked Antibody (1:5000, Cell Signaling Technology, 7074, RRID:AB_2099233). Chemiluminescent signals were detected using the SuperFemto ECL Chemiluminescence Kit (Vazyme, Nanjing, Jiangsu, China, E412-01), quantified using the Tanon Imaging System, and quantified with ImageJ (version 1.54f).

### 2.9. Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was isolated using the MiniBEST Universal RNA Extraction Kit (TAKARA, Shiga, Japan, 9767) according to the manufacturer’s instructions. The mRNA was reverse-transcribed using the 5× PrimeScript RT Master Mix (TAKARA, Shiga, Japan, RR036A) from 1 μg of total RNA. qPCR was performed using cDNA with Power SYBR Green PCR Master Mix (Life Technologies LTD, Carlsbad, CA, USA, 4367659). *Actb* was used as an internal control. 

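The primer pairs for *Gsta2*, *Slc7a11* and *Ptgs2* in Table S1 were compared with the transcripts of the GENCODE M21 annotation (GRCm38) as exact matches. Each primer was searched in its expected orientation only. The *Gsta2* forward primer AGGACTCTCACTAGACCGTGA matched transcripts of 4 genes, *Gsta2*, *Gsta1*, *Gm3776* and *Gm10639*, and the reverse primer CCCGGGCATTGAAGTAGTGA matched *Gsta2* and *Gsta1*. The pair therefore gave a product of 76 bp on *Gsta2* (chromosome 9, 78341877 to 78347102, exons 1 and 2) and a product of the same length on *Gsta1* (chromosome 9, 78230717 to 78232279). Both *Slc7a11* primers, GAGTGTCAGCTGGAGTGCCC and AAAGTTGAGGTAAAACCAGCCAGC, matched *Slc7a11* transcripts only, with a product of 217 bp (chromosome 3, 50418017 to 50427751). The *Ptgs2* forward primer TGAGTACCGCAAACGCTTCT matched exon 9 of *Ptgs2* (chromosome 1, 150105034 to 150105053). The *Ptgs2* reverse primer CAGCCATTCCTTCTCTCCTGT, of 21 bases as listed, had no exact match in any transcript. Its closest site in *Ptgs2*, at an edit distance of 1, was the sequence CAGCCATTTCCTTCTCTCCTGT of 22 bases at the junction of exons 9 and 10, which would give a product of 74 bp.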

The primer sequences are listed in Supplementary Table S1.

### 2.10. Statistical Analysis:

Differential expression analysis in panel A of figure in Section 3.3 was conducted using edgeR version 3.26.8, and adjusted *p*-values (FDR) were calculated by using “p.adjust” in R. For panel B–F of figures in Section 3.3, the Shapiro–Wilk test was used to assess normality. The homogeneity of variance was evaluated using the F test for panel B,D–F of figures in Section 3.3 and Levene’s test for panel C of figures in Section 3.3. All data in these figures met the assumptions of normal distribution and homogeneity of variance. For comparison, a two-tailed Student’s *t*-test was used for panel B,D–F of figures in Section 3.3, and one-way ANOVA followed by Bonferroni’s multiple comparison test was used for panel C of figures in Section 3.3. Statistical significance levels were denoted as follows: * *p* < 0.05, ns *p* > 0.05.

## 3. Results

### 3.1. Mechanical Loading Remodels the Transcriptional and Epigenetic Profile of Oxidative Homeostasis in Osteocytes

To investigate the effects of mechanical loading on osteocytes, we used MLO-Y4 cells and subjected them to mechanical loading. We then profiled their transcriptome and histone modification profiles, focusing on H3K27ac (Figure 1A). 

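The transcriptome was measured by RNA-seq in 2 unloaded and 2 loaded cultures of MLO-Y4 cells, a mouse osteocyte-like cell line. The loaded cultures were stretched for 12 h at 0.5 Hz and 20% strain on collagen-coated plates with an elastic silicone base. According to the sample records, the unloaded cultures spent the same time in the incubator of the loading system but on ordinary culture plates, whereas Fig. 1A draws both groups on the same kind of plate. The paper's methods describe the elastic plates for the loaded group and name no plate for the unloaded group. Ribosomal RNA was depleted before library construction. The authors mapped trimmed reads to the mouse genome with HISAT2, assembled transcripts with StringTie and deposited counts per gene as whole numbers without normalization. StringTie's prepDE script made them from the assembled coverage. The counts cover 55450 genes, and every gene identifier with its version is found in the GENCODE M21 annotation of GRCm38. No read was counted in any library for 28886 of these genes. The total was 28941994 and 30058313 counts in unloaded replicates 1 and 2, and 32185693 and 30337236 counts in loaded replicates 1 and 2. A floor of 3 counts corresponds to between 0.0932 and 0.104 CPM (counts scaled to a common library size) in these libraries. It covers counting error only, taking 1 count as 1 read.

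Counts were normalized by edgeR's TMM method, with factors between 0.983 and 1.01, and 16269 genes passed edgeR's filter on low counts. The chi-square per degree of freedom was computed over 15964 expressed genes. For counting noise alone it is 1 where 1 count is 1 read, which counts made from coverage need not meet. It was 17.6 between the unloaded replicates and 19.1 between the loaded replicates. Between an unloaded and a loaded library it ranged from 26.6 to 30.8. The median absolute log2 difference per gene was 0.16 and 0.17 within the groups and 0.21 to 0.23 between them. Differential expression was tested with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over all tested genes and the paper's threshold of an adjusted p under 0.01. The biological coefficient of variation, the variation between replicates beyond counting noise, was estimated at 16.6%.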

Both the transcriptome and H3K27ac distribution showed significant remodeling. 

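The principal component analysis was recomputed from the counts of the 4 RNA-seq libraries after DESeq2's variance stabilizing transformation, with the 500 most variable genes. PC1 carried 46.2% of the variance and PC2 carried 30.0%. On PC1 the unloaded libraries lay at -4.62 and -7.25 and the loaded libraries at 6.11 and 5.75. The distance between the group means on PC1 was 11.9, against 2.63 between the unloaded replicates and 0.363 between the loaded replicates. On PC2 the replicates lay farther apart than the groups. The distance was 13.0 between the unloaded replicates and 3.98 between the loaded replicates, against 1.38 between the group means. The log2 CPM values, with a prior count of 2, moved the share of PC1 most among the transformations of all 4 libraries, to 38.8%.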

Principal component analysis (PCA) revealed high reproducibility within groups and significant differences between the unloaded and loaded groups (Figure 1B). Mechanical loading led to the significant upregulation of 169 genes and downregulation of 192 genes, including known targets such as E11 (encoded by *Pdpn*) and *Ptgs2* (Figure 1C). 

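In the recount from the gene counts, 2 genes were higher and 14 genes were lower in loaded than in unloaded cells at an adjusted p under 0.01. Without adjustment, 2333 genes had a p under 0.05, of which 1119 were higher and 1214 were lower. The count moved most with DESeq2's Wald test in place of edgeR's quasi-likelihood test, which gave 170 genes higher and 193 genes lower, among them all 16 genes of the quasi-likelihood test. With the replicate number as a block in edgeR's model, no gene passed the adjusted p of 0.01, and 1839 genes had an unadjusted p under 0.05. At an adjusted p under 0.05, 147 genes passed without the block, 12 higher and 50 lower genes passed with it, and 56 genes passed in both. Libraries of the same number did not deviate together from their group means, with a correlation across genes of -0.057.

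*Pdpn* (ENSMUSG00000028583.14) lies on chromosome 4 from 143267431 to 143299564. Its expression was 147 ± 5.73 CPM (SD, n = 2) in unloaded cells and 222 ± 9.13 CPM (SD, n = 2) in loaded cells. This was a log2 fold change of 0.59 (standard error 0.0703), with an edgeR adjusted p = 0.0334 over all tested genes and adjusted p = 0.000621 over the 7 genes chosen from the paper's results. The paper's RNA-seq results come from the same libraries, so the adjustment over the 7 genes, here and below, is not an independent test. With DESeq2 the adjusted p was 2.2e-08, and with the replicate block in edgeR it was 0.0807. The fold change stayed between 0.55 and 0.64 on the log2 scale when each library was left out in turn. *Ptgs2* likewise passed the threshold with DESeq2 and not with the quasi-likelihood test.

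The genes higher at the threshold were *Pygo2*, with a log2 fold change of 1.97 (standard error 0.103, edgeR adjusted p = 0.00785), and *Flvcr1*, with a log2 fold change of 1.79 (standard error 0.121, edgeR adjusted p = 0.00813). Among genes of at least 10 CPM, a difference of at least 1.5 on the log2 scale with replicates within 0.3 was found in 11 genes between loaded and unloaded libraries, *Pygo2* and *Flvcr1* included, and in 4 and 3 genes in the crossed splits of the libraries. Without the list of interferon-stimulated genes, the counts were 4 genes for loading and 4 and 3 genes for the crossed splits. Of these, 1, 2 and 1 share same-strand exons with another gene. *Gbp5*, among the 4 for loading, belongs to the interferon gamma signaling set tested below, so the list did not hold every interferon gene. Among the 14 genes lower at the threshold, the largest decreases were in *Ifit3* (-2.31), *Rsad2* (-2.03), *Oasl2* (-1.76), *Oas2* (-1.75) and *Ifit1* (-1.74), given as log2 fold changes.

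**Figure D1:**
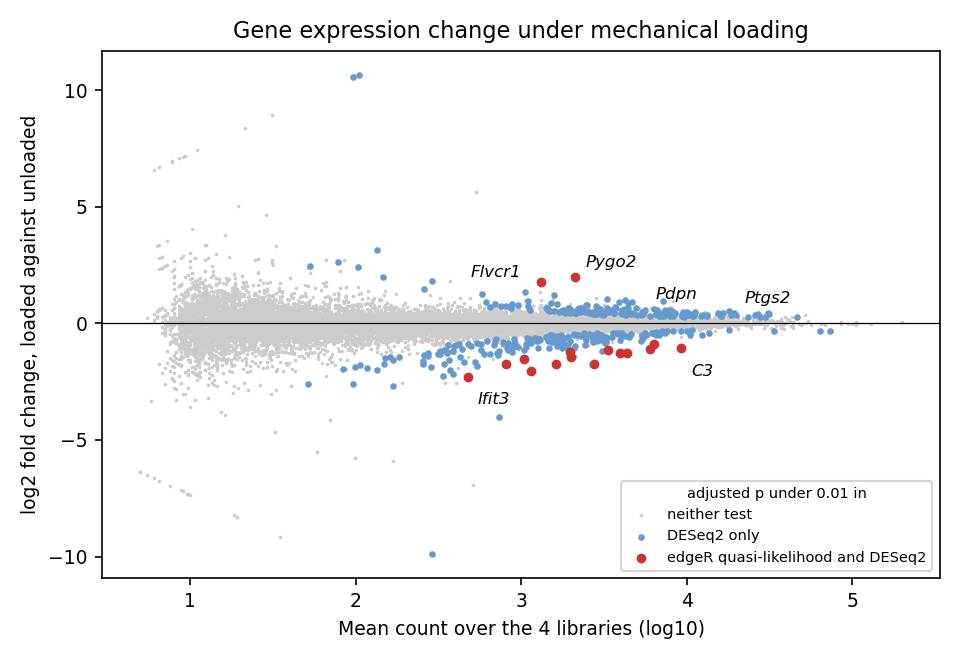
Log2 fold change of loaded against unloaded cells (vertical axis) against the mean count over the 4 libraries on a log10 scale (horizontal axis), 1 point per tested gene. Red points are the 16 genes with an adjusted p under 0.01 in both edgeR's quasi-likelihood test and DESeq2, and blue points are genes that passed only in DESeq2.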

Additionally, the H3K27ac distribution was significantly altered, with thousands of H3K27ac peaks showing changes, indicating extensive epigenetic remodeling (Figure 1C). The integration of transcriptional and epigenetic profiles revealed that most genes (70%) with altered transcription were also associated with changes in epigenetic regulation (Figure 1D). Consistent with previous understanding [24,25], mechanical loading significantly remodeled stress response, especially upregulated antioxidative response (Figure 1E). 

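Gene sets from Reactome were tested with limma's camera method, a comparison of each set with all other tested genes at an inter-gene correlation of 0.01. Of 661 sets with 15 to 500 tested genes, 10 were higher in loaded cells at a false discovery rate (FDR) under 0.05. The count was also 10 with the replicate number as a block, and 21 with the ranked test of fgsea, which moved it most among the alternatives run. The Reactome sets were not tested with an inter-gene correlation estimated from the data. The smallest FDR among these sets was 9.85e-05 for cholesterol biosynthesis, with a median log2 fold change of 0.19 over 22 genes. Iron uptake and transport had an FDR of 0.00209 and a median of 0.21 over 34 genes. Glutathione conjugation had an FDR of 0.00222 (0.00334 with the block) and a median log2 fold change of 0.10 over 27 genes, and its members with the smallest p were *Gsta4*, *Gsta1*, *Gsta2*, *Gss* and *Gclc*. For detoxification of reactive oxygen species the FDR was 0.689 and the median 0.05 over 23 genes. For cellular responses to stress the FDR was 0.812 and the median 0.01 over 214 genes.

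Among genes called higher, members of the cellular responses to stress set were also counted against the tested genes that belong to any Reactome set. None of the 2 called genes in that background belonged to it (odds ratio 0, 95% confidence interval 0 to 105, two-sided Fisher's exact p = 1). With DESeq2's calls 5 of 71 belonged to it, an odds ratio of 1.69 (95% confidence interval 0.527 to 4.22, two-sided Fisher's exact p = 0.234). With edgeR's calls at an adjusted p under 0.05, 0 of 24 belonged to it (odds ratio 0, 95% confidence interval 0 to 3.27, two-sided Fisher's exact p = 0.628).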

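Among the Reactome sets, 23 were lower in loaded cells in the camera test, and 20 were lower with the replicate number as a block. Some of the 23 gave identical values under different names, such as antiviral mechanism by IFN-stimulated genes and ISG15 antiviral mechanism (27 genes each). Distinct sets are therefore fewer. The count moved most when 1084 sets of 5 to 1000 tested genes were used, of which 33 were lower. In the main test interferon gamma signaling had the smallest FDR, 2.25e-24 (3.61e-23 with the block), with a median log2 fold change of -0.48 over 74 genes. The parent set, interferon signaling, had an FDR of 3.88e-22 and a median of -0.32 over 104 genes. Complement cascade had an FDR of 0.0002 and a median of -0.34 over 15 genes, and its member with the smallest p was *C3* (ENSMUSG00000024164.15, chromosome 17, 57203970 to 57228136). *C3* fell from 418 ± 0.836 CPM (SD, n = 2) to 198 ± 1.77 CPM (SD, n = 2). Among the genes called lower that belong to any Reactome set, 3 of 6 were members of interferon signaling (odds ratio 42.5, 95% confidence interval 5.62 to 320, two-sided Fisher's exact p = 0.000241).

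A list of 42 interferon-stimulated genes, written before the counts were examined, was lower as a whole. The log2 fold change was negative for all 42 genes, with a median of -1.01 and an interquartile range of -1.75 to -0.73. The camera test gave an adjusted p = 1.6e-130 over the 4 lists tested, and 2.42e-120 with the block. With the inter-gene correlation estimated from the data (0.000793) instead of fixed, where camera uses a t distribution on 2 residual degrees of freedom in place of a normal distribution, it was 0.00484. Over all tested genes, 9 of the 42 passed an edgeR adjusted p of 0.01, and 37 passed when the adjustment covered the list alone. With DESeq2, 36 passed over all tested genes. *Ifnb1*, which encodes an interferon and was chosen after its values were seen, had 8 and 31 counts in the unloaded libraries and 4 and 0 in the loaded libraries.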

Meanwhile, it downregulated immune response (Figure 1F). These results confirm that mechanical loading can remodel both the transcriptome and epigenetic regulation of osteocytes, highlighting the intricate interplay between mechanical stimuli and overall stress response.

### 3.2. NRF2 Plays a Vital Role in the Epigenetic Remodeling of Osteocytes

To identify key drivers of regulatory remodeling under mechanical loading, we investigated the motif enrichment of H3K27ac remodeling, which reflected transcriptional regulation. Unlike other systems, where the YAP/TAZ-TEAD motif plays a significant role under mechanical loading [12], these motifs were not extensively involved in osteocytes (*p*-value = 1). Instead, the NRF2 motif family was specifically enriched in significantly upregulated H3K27ac peaks, while Fos/AP1 motifs were involved in dynamic peaks in both directions (Figure 2A).

Examining the de novo NRF2 motif, we found that H3K27ac signals were enhanced at predicted NRF2 motifs under mechanical loading (Figure 2B). Additionally, gene set enrichment analysis (GSEA) of NRF2 target gene sets confirmed that NRF2 regulation was significantly activated in osteocytes subjected to mechanical loading (Figure 2C). 

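The NRF2 target gene sets used in the paper were not used here. A list of 38 known NRF2 target genes, written before the counts were examined, was tested in their place, and 37 of them passed the filter on low counts. Of these, 30 were higher and 7 were lower in loaded cells, with a median log2 fold change of 0.20 and an interquartile range of 0.07 to 0.39. The camera test gave an adjusted p = 5.8e-15 over the 4 lists, and 4.63e-13 with the replicate number as a block. With the inter-gene correlation estimated from the data, at 0.0484, and the t distribution that goes with it, the adjusted p was 0.0616. The median lay at percentile 100 of 10000 random lists matched on mean expression. No gene of the list passed an edgeR adjusted p of 0.01 over all tested genes, 5 passed 0.05, and 11 passed 0.01 when the adjustment covered the list alone. With DESeq2, 11 of the 37 genes passed 0.01 over all tested genes.

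The members with the smallest p were *Hmox1*, *Gsta4*, *Nqo1*, *Gsta1* and *Slc7a11*. *Hmox1* (chromosome 8, 75093621 to 75100589) rose from 106 ± 0.734 to 200.4 ± 10.5 CPM (SD, n = 2 per group). *Nqo1* (chromosome 8, 107388225 to 107403206) rose from 94.7 ± 0.728 to 151 ± 3.88 CPM. *Slc7a11* (ENSMUSG00000027737.10, chromosome 3, 49892526 to 50443614) rose from 59.3 ± 4.24 to 102 ± 6.28 CPM, a log2 fold change of 0.79 (standard error 0.0978, edgeR adjusted p = 0.0361). With DESeq2 the adjusted p of *Slc7a11* was 7.55e-09, and with the block in edgeR it was 0.0822.

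Lists of ATF4 and YAP/TAZ target genes were tested beside it. Of 26 tested ATF4 targets 14 were higher, with a median log2 fold change of 0.07 (camera adjusted p = 0.206, and 0.194 with the block). Of 20 tested YAP/TAZ targets 13 were higher, with the same rounded median (camera adjusted p = 0.0596, and 0.0754 with the block). The paper concludes that loading activated NRF2 regulation in these cells, and the enrichment of its NRF2 target gene sets (Fig. 2C) is part of its evidence. It also reports NRF2 motifs enriched in H3K27ac peaks that rose (Fig. 2A) and higher H3K27ac at such motifs (Fig. 2B). Further evidence there is more NRF2 protein in the nucleus (Fig. 3E) and more NRF2 binding (Fig. 4A). Those results were not examined here.

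**Figure D2:**
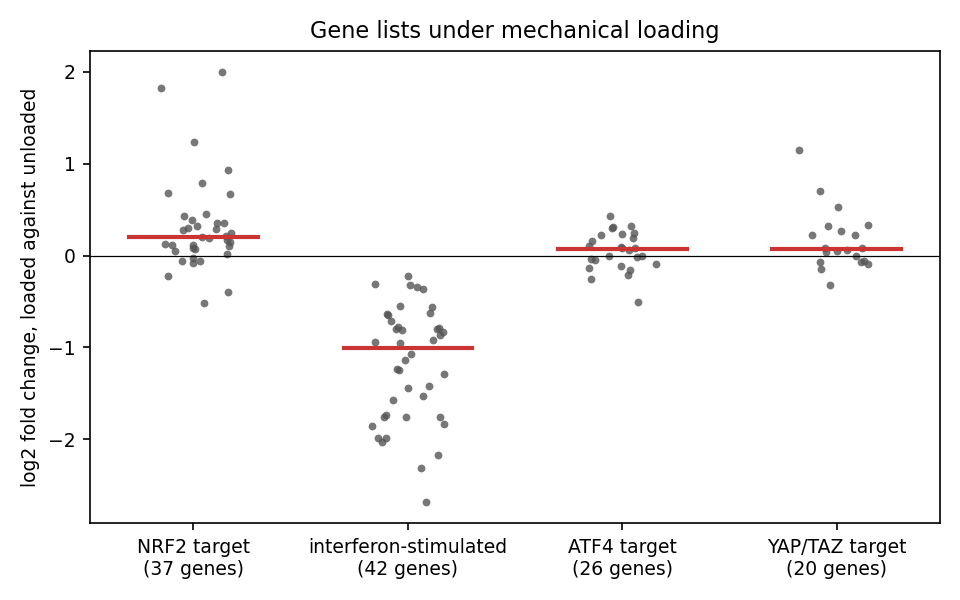
Log2 fold change of loaded against unloaded cells (vertical axis) for the tested members of each gene list (horizontal axis), 1 point per gene, with the list median as a red line. All 42 interferon-stimulated genes lie below 0, and 30 of 37 NRF2 targets lie above it.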

For instance, *Ptgs2*, the important mechanical target gene in osteocytes, contained predicted NRF2 motifs at its transcriptional regulatory region and exhibited both increased H3K27ac signals at the transcriptional regulatory region and elevated transcription levels (Figure 2D and Figure S1A). 

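*Ptgs2* (ENSMUSG00000032487.8), which encodes cyclooxygenase-2, lies on the plus strand of chromosome 1 from 150100031 to 150108227 and has 10 exons. Its counts were 16059 and 15993 in the unloaded libraries and 22941 and 22049 in the loaded libraries. Normalized expression was 540.4 ± 17.8 CPM (SD, n = 2) in unloaded cells and 725 ± 20.4 CPM (SD, n = 2) in loaded cells, a log2 fold change of 0.42 (standard error 0.057). The difference was larger than either SD. The edgeR adjusted p = 0.0386 over all tested genes, and 0.000654 over the 7 genes chosen from the paper's results. With DESeq2 the adjusted p was 1.89e-06. With the replicate number as a block in edgeR it was 0.148. Leaving out each library in turn gave a log2 fold change between 0.39 and 0.47.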

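*Gsta2* (ENSMUSG00000057933.10), a glutathione S-transferase gene, lies on the minus strand of chromosome 9 from 78331018 to 78355788. Its counts were low, at 68 and 45 in the unloaded libraries and 198 and 272 in the loaded libraries. Normalized expression was 1.91 ± 0.606 CPM (SD, n = 2) in unloaded cells and 7.63 ± 2.11 CPM (SD, n = 2) in loaded cells. The log2 fold change was 1.99 (standard error 0.333), with an edgeR adjusted p = 0.0707 over all tested genes and 0.00162 over the 7 genes chosen from the paper's results. DESeq2 gave an adjusted p of 0.000214, and edgeR with the replicate number as a block gave 0.137. With each library left out in turn, the log2 fold change ranged from 1.68 to 2.37.

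The transcript of *Gsta1* (ENSMUSG00000074183.3, chromosome 9, 78230656 to 78242684) is 97.2% identical to that of *Gsta2* over 870 aligned bases, with a longest identical run of 253 bases, and reads within that run cannot be told apart by their sequence. *Gsta1* rose from 4.17 ± 0.769 to 14.7 ± 2.15 CPM (SD, n = 2 per group), a log2 fold change of 1.82 (standard error 0.213, edgeR adjusted p = 0.0322, and 0.0681 with the block). *Gsta4* (chromosome 9, 78182774 to 78209349) rose from 30.8 ± 2.46 to 72.5 ± 7.64 CPM, a log2 fold change of 1.23 (standard error 0.121, edgeR adjusted p = 0.0197, and 0.0259 with the block).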

The gene *Gsta2*, which is important for oxidative stress protection, showed an increase in H3K27ac signals, as well as upregulated transcription levels under mechanical loading (Figure 2E and Figure S1B). These findings indicate that NRF2 plays a crucial role in the transcriptional regulatory remodeling of osteocytes under mechanical loading, regulating genes essential for both oxidative defense and osteocyte function.

### 3.3. Mechanical Loading Promotes Nucleus Translocation of NRF2 in Osteocytes

The multi-omics analysis revealed the significant regulatory role of NRF2 in osteocytes under mechanical loading. Previous studies have indicated decreased transcription of NRF2 in bone diseases [10]. However, in osteocytes subjected to mechanical loading, we did not observe any transcriptional alteration of *Nfe2l2*, the gene encoding NRF2 (Figure 3A), suggesting that the regulatory role of NRF2 in osteocytes is independent of its transcriptional change.

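*Nfe2l2* (ENSMUSG00000015839.6) lies on the minus strand of chromosome 2 from 75675513 to 75704641. Its counts were 5648 and 5819 in the unloaded libraries and 5824 and 5309 in the loaded libraries. Normalized expression was 193 ± 1.74 CPM (SD, n = 2) in unloaded cells and 179 ± 1.68 CPM (SD, n = 2) in loaded cells, a log2 fold change of -0.11 (standard error 0.0621). The edgeR adjusted p = 0.492 with the quasi-likelihood test, 0.862 with edgeR's exact test and 0.694 with the replicate number as a block. DESeq2 gave an adjusted p of 0.742. When each library was left out in turn, the log2 fold change ranged from -0.12 to -0.09. *Keap1*, which encodes the repressor of NRF2 and was chosen after its values were seen, had a log2 fold change of -0.05 (edgeR adjusted p = 0.911). Its log2 fold change ranged from -0.21 to 0.14 when each library was left out in turn, so its direction was not fixed.

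**Figure D3:**
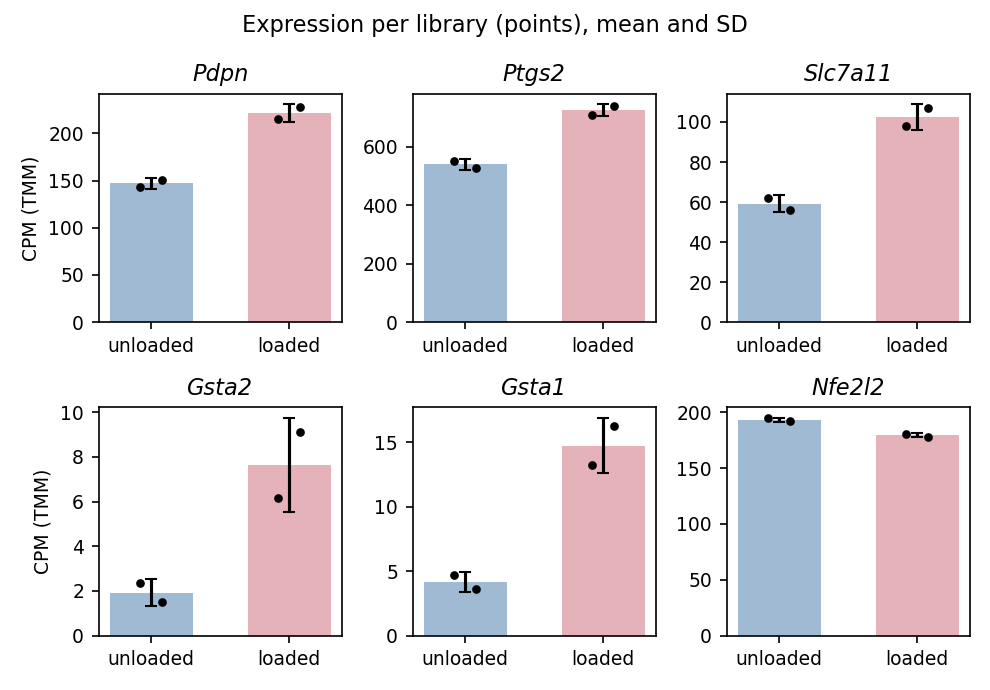
Expression in CPM after TMM normalization (vertical axes, starting at 0) of 6 genes in unloaded and loaded cells. Points are the 2 libraries of each group, bars are means and error bars are SDs. *Pdpn*, *Ptgs2*, *Slc7a11*, *Gsta2* and *Gsta1* are higher in both loaded libraries than in both unloaded libraries, and *Nfe2l2* is lower in both.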

To investigate further, we examined the protein levels of NRF2 and found a significant increase in NRF2 protein in osteocytes under mechanical loading (Figure 3B). This prompted us to explore whether this increase in NRF2 protein could mimic the effects of mechanical loading. We treated the cells with sulforaphane (SLF), a known stabilizer of NRF2, to maintain high NRF2 protein levels. We then assessed the expression of NRF2 target genes, including *Ptgs2*, *Gsta2*, and *Slc7a11*. While SLF treatment combined with mechanical loading further enhanced the expression of these genes, SLF alone did not increase their expression (Figure 3C). These findings suggested that simply increasing NRF2 protein levels was not sufficient to replicate the effects of mechanical loading.

Given these observations, we hypothesized that mechanical loading might also promote the nucleus translocation of NRF2, a necessary step for its regulatory function. To test this, we extracted cytoplasmic and nucleus proteins separately and measured the levels of NRF2. While there was no significant difference in cytoplasmic NRF2 levels between loaded and unloaded conditions (Figure 3D), we observed a significant accumulation of NRF2 in the nucleus under mechanical loading (Figure 3E). The ratio of NRF2 protein levels in the nucleus versus the cytoplasm was significantly higher under mechanical loading in osteocytes (Figure 3F).

These results indicated that mechanical loading not only stabilized NRF2 protein levels but also promoted its nucleus translocation, enabling its regulatory functions. In contrast, pharmacologic stabilization of NRF2 alone could not mimic the comprehensive effects of mechanical loading on osteocytes.

### 3.4. NRF2 Exerts Both Shared and Cell Type-Specific Function Through Binding to the Genome of Osteocytes

To deepen our investigation into the regulatory role of NRF2 in mechanically loaded osteocytes, we performed ChIP-seq analysis of NRF2. The results revealed a significant increase in NRF2 binding to the genome of osteocytes under mechanical loading (Figure 4A). Importantly, 81.3% of NRF2 binding sites were found to contain the histone modifications H3K27ac or H3K4me3, with the majority (74.8%) overlapping with H3K27ac signals (Figure 4B), suggesting these sites acted as potential regulatory elements.

To assess the functional implications of NRF2 binding, we examined the H3K27ac signal around NRF2 binding sites and found a significant increase under mechanical loading (Figure 4C), indicating a correlation between NRF2 binding and H3K27ac enhancement. For instance, at the *Ptgs2* and *Gsta2* locus, ChIP-seq confirmed NRF2 binding at the transcriptional regulatory region, coinciding with enhanced H3K27ac signals and increased expression of *Ptgs2* and *Gsta2* (Figure 4D,E). These findings underscore that mechanical loading-induced nucleus translocation of NRF2 enhances its genomic binding capacity, thereby remodeling transcriptional regulation in osteocytes.

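Transcription of the genes around *Ptgs2* and *Gsta2* was compared between the groups within 200000 bp on either side. The neighbouring genes were taken by position, and the window was chosen after the counts were seen. Around *Ptgs2*, the antisense transcript *Ptgs2os* (chromosome 1, 150074873 to 150099963) had a log2 fold change of -0.01 (edgeR adjusted p = 0.981) and *Ptgs2os2* had 0.16 (edgeR adjusted p = 0.555). *Pla2g4a*, which encodes a phospholipase, had a log2 fold change of 0.21 (edgeR adjusted p = 0.334). The largest change of these neighbours was 1.59 on the log2 scale for *Gm9687*, with only 12, 9, 41 and 26 counts in the 4 libraries (edgeR adjusted p = 0.289).

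Around *Gsta2*, the genes of the *Gsta* cluster were all higher in loaded cells. Besides *Gsta4* and *Gsta1*, the log2 fold change was 1.71 for *Gm3776* (edgeR adjusted p = 0.362) and 2.51 for *Gm10639* (edgeR adjusted p = 0.137). Both are closely related to *Gsta2*, with transcripts 97.2% and 94.6% identical to it, and neither had more than 63 counts in a library. Outside the cluster the log2 fold changes ranged from -0.17 for *Gm26377* to 0.70 for *Rn7sk*, with edgeR adjusted p-values of 0.222 or more.

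**Figure D4:**
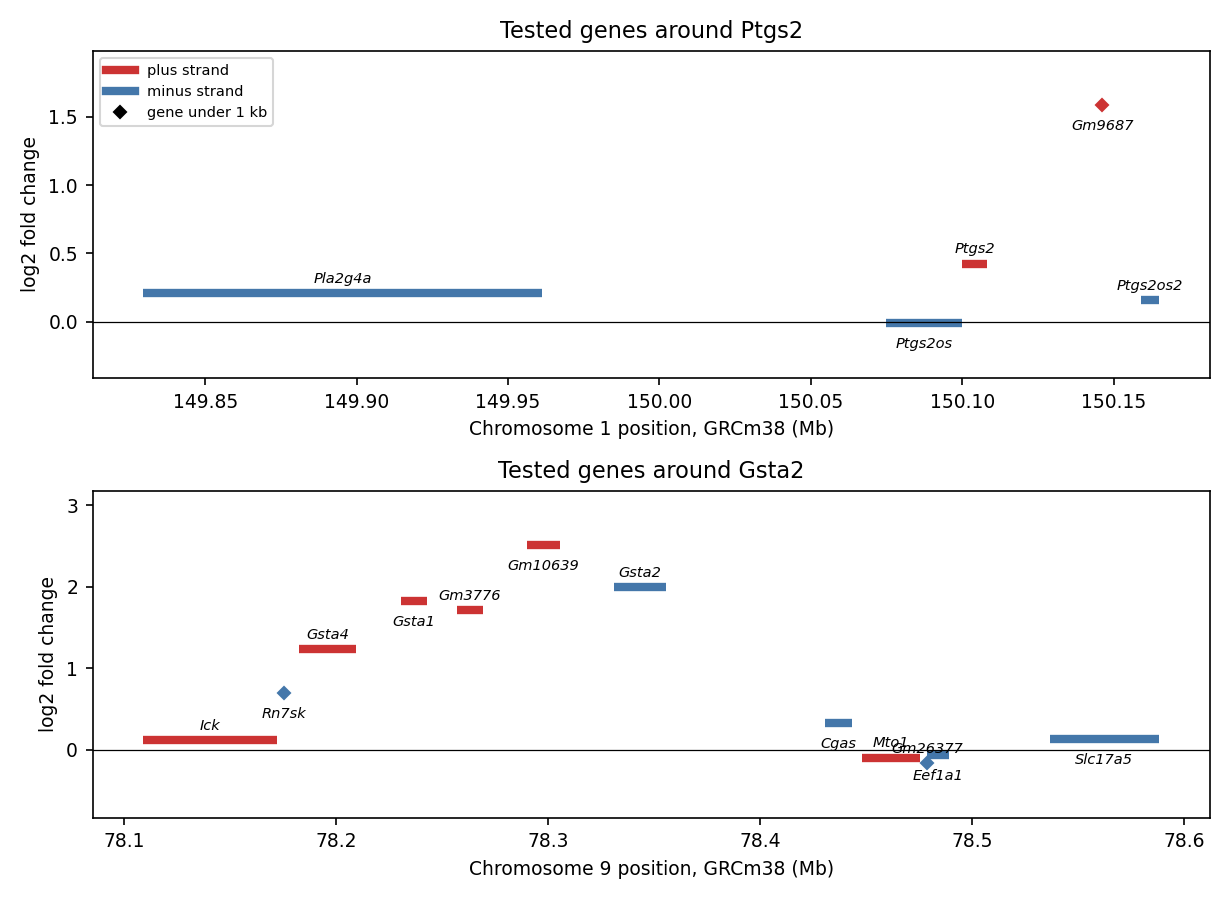
Log2 fold change of loaded against unloaded cells (vertical axes) of the tested genes within 200000 bp of *Ptgs2* (top) and *Gsta2* (bottom) along the chromosome in Mb (horizontal axes). Each bar spans a gene and each diamond is a gene too short to draw, red on the plus strand and blue on the minus strand. The 5 genes of the *Gsta* cluster lie above the other genes in the lower panel.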

Beyond osteocytes, NRF2 has been implicated in the homeostasis of astrocytes [26] and endothelial cells [27]. To further elucidate the regulatory role of NRF2 in osteocytes, we compared NRF2 binding profiles between these cell types. Our analysis revealed both shared and cell-type-specific NRF2 binding sites (Figure 5A and Figure S2), suggesting shared and unique GRN under a cellular context. The results showed that shared NRF2 binding sites were involved in oxidant detoxification pathways (Figure 5B and Figure S2A). In contrast, cell-type-specific NRF2 binding sites indicated distinct roles tailored to each cell type, such as negative regulation of homotypic cell–cell adhesion in astrocytes or cell adhesion in endothelial cells (Figure 5C and Figure S2B) and regulation of carbohydrate metabolism and secretion in osteocytes (Figure 5D and Figure S2C). 

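*Ppard* (ENSMUSG00000002250.16), which encodes PPARδ, lies on the plus strand of chromosome 17 from 28232700 to 28301474. Its transcription was 32.8 ± 10.2 CPM (SD, n = 2) in unloaded cells and 51.2 ± 1.34 CPM (SD, n = 2) in loaded cells. The unloaded replicates differed from each other, at 1163 and 775 counts, more than the loaded replicates, at 1620 and 1553 counts. The difference was 0.64 on the log2 scale (standard error 0.206), with an edgeR adjusted p = 0.245 over all tested genes, 0.0238 over the 7 genes chosen from the paper's results and 0.275 with the replicate number as a block. With DESeq2 the adjusted p was 0.0213. When each library was left out in turn, it ranged from 0.35 to 1.01.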

For instance, PPARδ, which is involved in carbohydrate metabolism and regulates bone mass [28,29], was under regulation of mechanical loading-induced NRF2 binding specifically in osteocytes (Figure 5E and Figure S3A). 

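*Cd63* (ENSMUSG00000025351.14) lies on the plus strand of chromosome 10 from 128900989 to 128912822. Its transcription was 384 ± 13.3 CPM (SD, n = 2) in unloaded cells and 445 ± 18.5 CPM (SD, n = 2) in loaded cells. The log2 fold change was 0.21 (standard error 0.0626), with an edgeR adjusted p = 0.212 over all tested genes and 0.0207 over the 7 genes chosen from the paper's results. As for *Ppard*, the smaller value follows from a choice of genes made on the same libraries. With the replicate number as a block the adjusted p was 0.444, and with DESeq2 it was 0.109. Leaving out each library in turn gave log2 fold changes from 0.17 to 0.25.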

Additionally, CD63, which is a marker of the exosome and plays a pivotal role in secretion under mechanical loading [30,31], harbored an osteocyte-specific NFR2 binding (Figure 5F and Figure S3B). Thus, mechanical loading enhanced NRF2 genomic binding specifically in osteocytes and remodeled the transcriptional profile crucial for both antioxidative response and metabolic homeostasis.

## 4. Discussion

Our study revealed a novel mechanism by which mechanical loading enhanced NRF2 activation in osteocytes, facilitating both its stabilization and nuclear translocation. This mechanical activation of NRF2 drove unique epigenetic remodeling, promoting transcriptional programs that bolstered oxidative stress defense and maintained osteocyte homeostasis (Figure 6).

Previous studies have suggested that transcriptional levels of NRF2 mediate bone disease and exercise mitigation through DNA methylation in bone tissue [10]. However, in this study, we observed no transcriptional change in NRF2 in osteocytes. This was probably due to the differences between the study systems. Our work measured the effect of mechanical loading on NRF2 transcription in osteocytes only, while the previous work studied the femur tissue, which included osteocytes as well as the other cell types [10]. The transcription was measured as the overall level from osteocytes and the other cell types. It was previously reported that transcription of NRF2 would be increased in stem cells in the bone under mechanical loading [32]. Additionally, exercise changes the microenvironment in the bone through metabolism [33], which could affect the transcription in osteocytes indirectly. The effects of mechanical loading on NRF2 transcription in osteocytes in vivo need further investigation.

Instead of transcriptional changes, the NRF2 protein content in osteocytes significantly increased under mechanical loading, possibly due to enhanced translation or reduced protein degradation. However, only the NRF2 stabilizer sulforaphane (SLF) did not replicate the effects of mechanical loading. Unlike pharmacologic agents that stabilize NRF2, mechanical loading not only enhanced the protein level of NRF2 but also promoted its nucleus localization, a crucial step for its transcriptional regulatory function. Our findings showed that SLF could not mimic the effects of mechanical loading on gene expression, underscoring the complexity of mechanotransduction mechanisms. This highlights the need for multi-target therapeutic approaches in treating bone degenerative diseases. Currently, mechanical stimulation, such as whole-body vibration therapy, is applied clinically. The research in both animal models and humans demonstrated that vibration therapy could enhance bone strength and potentially treat bone-related diseases [34,35]. Furthermore, the studies suggest that combining vibration therapy with pharmacological interventions, such as vitamin D, an antioxidant and immunomodulator, can activate the Nrf2 signaling pathway and enhance therapeutic effects for conditions like osteoporosis [36,37]. Thus, integrating pharmacological treatments with mechanical stimulation could represent a more effective strategy for managing bone-related diseases, and this approach merits further clinical investigation.

Although our study revealed that nuclear translocation of NRF2 played a role mediating the effect of mechanical loading, the specific details for the nuclear translocation of NRF2 are not yet known. The previous studies have shown that focal adhesion and the permeability of nucleus pores can mediate the translocation of various transcription factors [38,39,40]. It has been demonstrated that mechanical force can stretch the nuclear pores complexes to increase permeability and reduce mechanical restriction of nuclear pores. This mechanism applies to force-triggered nuclear entry of various TFs, such as YAP [38,39]. Additionally, the nuclear localization of TFs such as YAP could also be a response to changes in F-actin polymerization and cell stretching under mechanical loading [40]. It is plausible that all these mechanisms could be involved in the nuclear translocation of NRF2. However, further studies are required to explore the exact mechanisms that facilitate NRF2’s nucleus translocation in response to mechanical loading.

Our study revealed the essential role of NRF2 in oxidative stress for osteocytes under mechanical loading. Previous studies have shown that NRF2 can also protect other mechanosensitive cells such as astrocytes and endothelial cells from oxidative stress [41,42]. By comparing the binding profiles of NRF2 in these cell types, we found that the regulation of NRF2 on oxidant detoxification pathways was shared among the cell types. Although the overall GRN mediated by the binding of NRF2 was specific under the cellular context, the regulation to prevent oxidative stress was shared. The results suggest regulation of oxidative stress response by NRF2 would be an essential and generalized function under mechanical loading in cell types.

Furthermore, there are some limitations of this study. Although our sequencing data showed good replications, a larger sample size would further enhance the robustness of our findings. In this study, we only investigated the short-term effects of mechanical loading for 12 h, while the long-term effects on osteocytes are still unclear. Previous research on periodontal ligament stem cells has shown that the activity of NRF2 under mechanical loading is persistent from 12 h to 36 h [43]. Additionally, endurance exercise through long-term and repetitive mechanical loading has been demonstrated to maintain bone homeostasis [44]. Thus, it is very possible that the effect of short-term mechanical loading can persist in long-term treatment. However, both the short-term and long-term effects of mechanical loading need to be examined in vivo by either animal models or human specimens to confirm the role of mechanical loading in osteocytes.

In conclusion, our study investigated the impact of mechanical loading on transcriptional and epigenetic remodeling in osteocytes. These results highlight the pivotal role of NRF2 in the mechano-responsiveness of osteocytes. Notably, the mechanical driving of NRF2-mediated oxidative stress defense reprogramming cannot be replicate by pharmacologic agents that stabilize NRF2. This underscores the irreplaceable role of mechanical stimuli, such as exercise, in promoting osteocyte oxidative homeostasis.

## Figures and Tables

**Figure 1:**
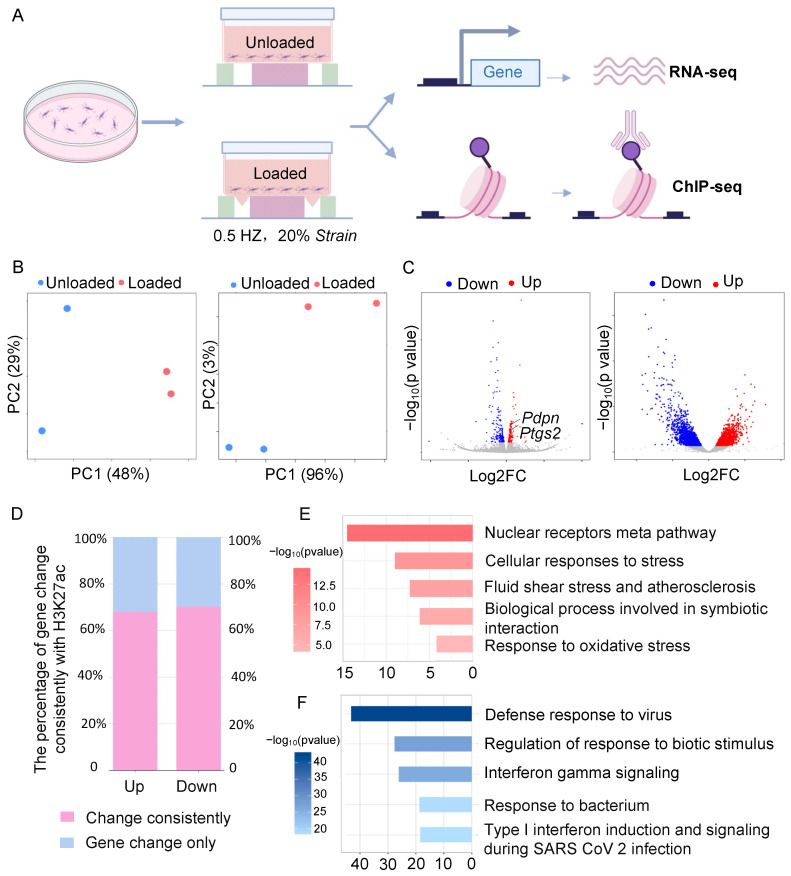
Mechanical loading treatment and multi-omics measurement of osteocytes under mechanical loading. (**A**) Experimental design workflow of mechanical loading of MLO-Y4 cells. (**B**) Principal component analysis (PCA) of RNA-seq profiles (left) and H3K27ac ChIP-seq profiles (right). (**C**) Volcano plot of significantly differentially expressed genes (left, *p* adjusted value < 0.01) and significantly differential H3K27ac peaks (right, *p* adjusted value < 0.01). (**D**) Percentage of differentially expressed genes with consistently changed H3K27ac signals. (**E**) Enrichment of functional pathways for significantly upregulated genes under mechanical loading. (**F**) Enrichment of functional pathways for significantly downregulated genes under mechanical loading.

**Figure 2:**
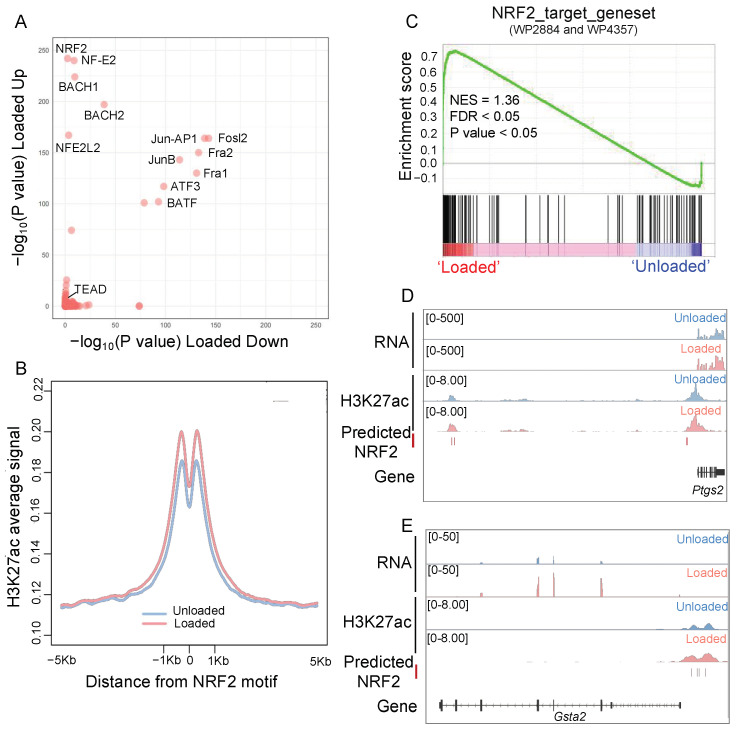
NRF2 is the core transcription factors involved in osteocytes response to mechanical loading. (**A**) Motif enrichment on significantly upregulated and downregulated H3K27ac peaks under mechanical loading. (**B**) The distribution of H3K27ac signals at the predicted NRF2 motif. (**C**) GSEA enrichment shows NRF2 target genes (WP2884 and WP4357) were significantly upregulated under mechanical loading. (**D**) Genome browser view of *Ptgs2* locus with gene expression, H3K27ac signals, and predicted NRF2 motif. The regulatory elements with NRF2 motif are highlighted by the pink bars. (**E**) Genome browser view of the *Gsta2* locus as in (**D**).

**Figure 3:**
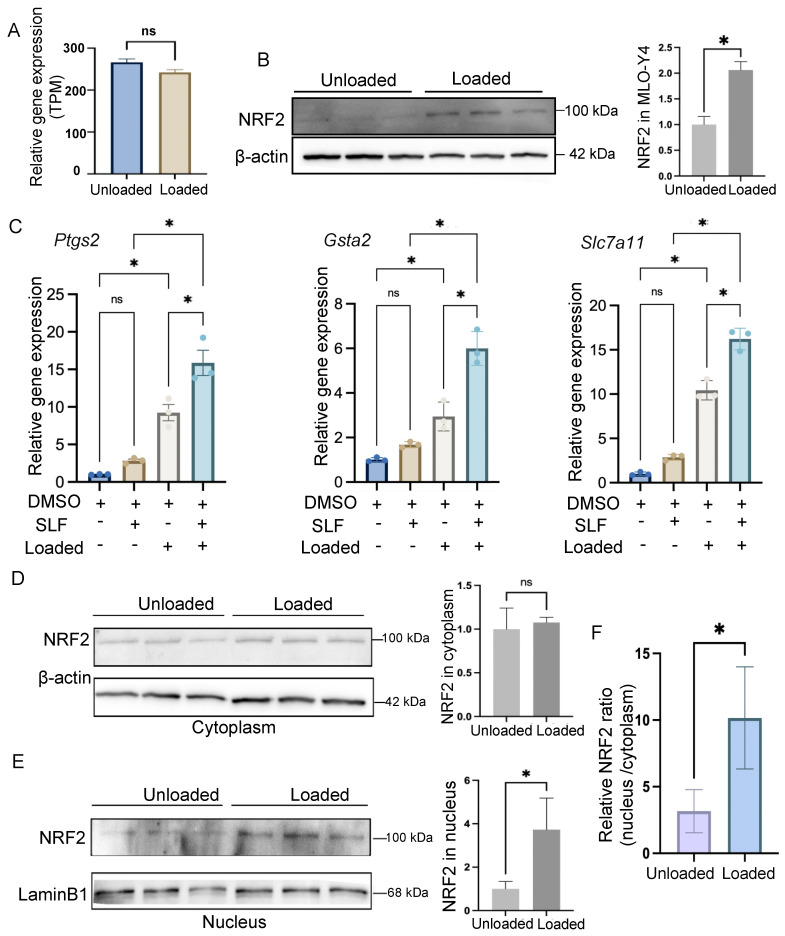
Mechanical loading promotes NRF2 nucleus localization. (**A**) The mRNA levels of *Nfe2l2*. ns *p* > 0.05. (**B**) Western blot analysis of the total protein isolated from cells without or with mechanical loading (left) and the quantification of the protein levels (right, n = 3). * *p* < 0.05. (**C**) mRNA expression of NRF2 target genes *Ptgs2*, *Gsta2*, and *Slc7a11* under treatment of SLF (NRF2 stabilizer) and/or mechanical loading (n = 3, * *p* < 0.05). (**D**,**E**) Analysis of the cytoplasm (**D**) or nucleus (**E**) protein levels. Western blot of protein levels (left) and the quantification of the protein levels (right) from cells without or with mechanical loading (n = 3, ns *p* > 0.05, * *p* < 0.05). (**F**) The ratio of NRF2 protein in the nucleus versus cytoplasm. The level of NRF2 protein is normalized by the level of β-actin in the cytoplasm or the level of Lamin B1 in the nucleus. * *p* < 0.05.

**Figure 4:**
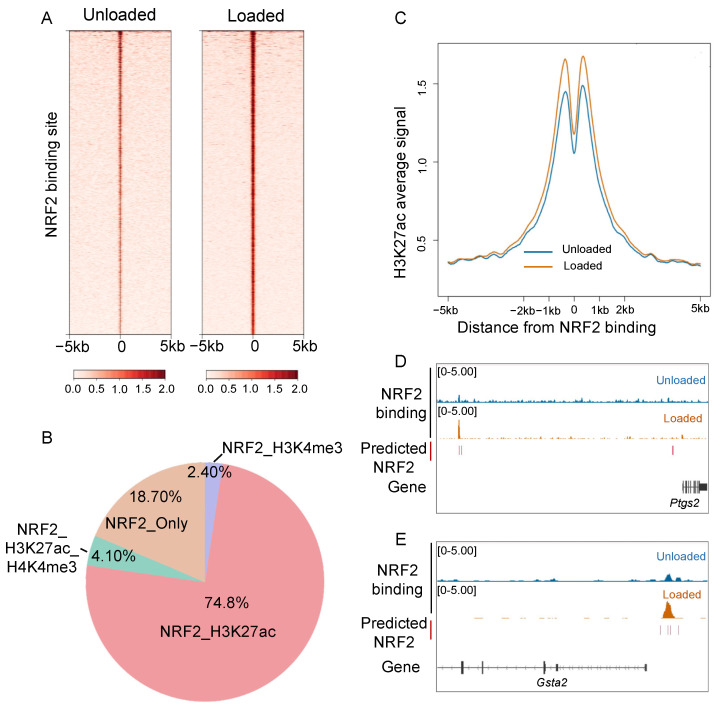
Mechanical loading enhances NRF2 binding to the genome of osteocytes. (**A**) The binding of NRF2 in unloaded and loaded cells. (**B**) The distribution relationship of NRF2 binding sites overlapping with characteristics in the form of H3K4me3 and/or H3K27ac peaks in MLO-Y4 cells. (**C**) The signals of H3K27ac around NRF2 binding sites in cells without or with mechanical loading. (**D**,**E**) Genome browser view of the NRF2 predicted motif, NRF2 binding without mechanical loading, and NRF2 binding with mechanical loading at the *Ptgs2* locus (**D**) and the *Gsta2* locus (**E**). The bars highlight the same regulatory elements as in Figure 2D,E.

**Figure 5:**
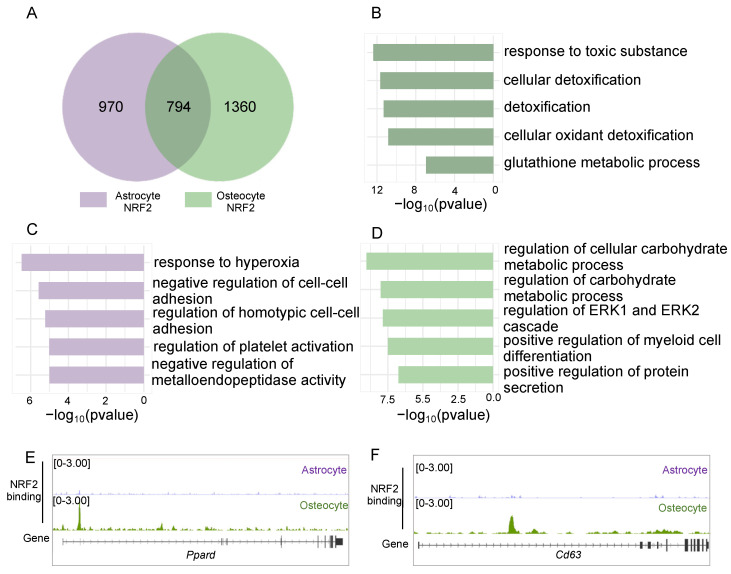
NRF2 exerts cell-type-specific role in osteocytes. (**A**) Comparison of NRF2 binding sites between osteocytes and astrocytes. (**B**–**D**) Gene ontology and pathway enrichment of shared (**B**), astrocyte-specific (**C**), and osteocyte-specific (**D**) NRF2 binding sites. (**E**,**F**) Genome browser view of NRF2 binding in osteocytes and astrocytes at the *Ppard* locus (**E**) and the *Cd63* locus (**F**).

**Figure 6:**
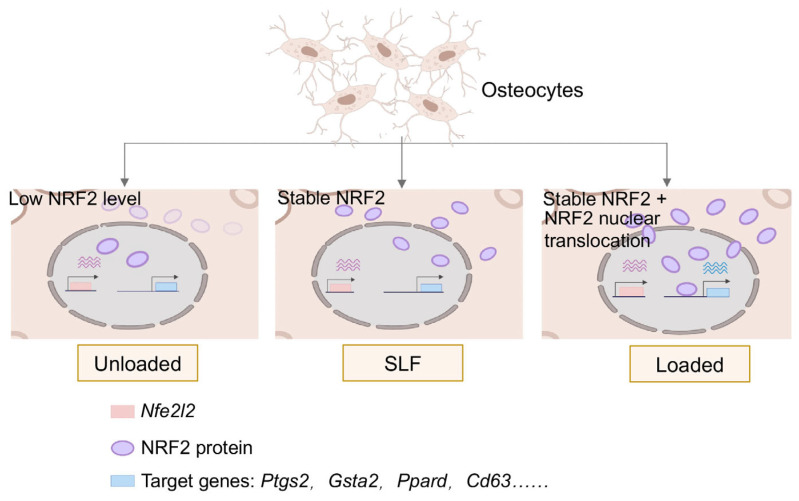
Mode of NRF2 regulation in osteocyte under mechanical loading. Left: Without mechanical loading, the NRF2 protein level was low in osteocytes. Middle: Under the treatment of SLF (NRF2 stabilizer), NRF2 protein was stabilized, and most remained in the cytoplasm of osteocytes. Right: Under mechanical loading, NRF2 protein was stabilized and translocated into the nucleus of osteocytes.

## Data Availability

RNA-seq data have been deposited at GEO (GSE273537) with the security token “qnoniqykxpijnex”. ChIP-seq data have been deposited at GEO (GSE273535) with the security token “srczywssrzahlwl”.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/antiox14030346/s1: Table S1: qPCR primers used in this study; Figure S1: The expression level of *Ptgs2* and *Gsta2*; Figure S2: NRF2 exerts cell-type specific role between human aortic endothelial cells and osteocytes; Figure S3: The expression level of *Ppard* and *Cd63*.

# Supplementary material for: Mechanical Loading Induces NRF2 Nuclear Translocation to Epigenetically Remodel Oxidative Stress Defense in Osteocytes
**Source:** Antioxidants (Basel). 2025 Mar 15;14(3):346. doi: 10.3390/antiox14030346

**Supplemental Table S1: qPCR primers used in this study.**

| Primer                 | Sequence                 |
|------------------------|--------------------------|
| <i>Gsta2</i> _qpcr_F   | AGGACTCTCACTAGACCGTGA    |
| <i>Gsta2</i> _qpcr_R   | CCCGGGCATTGAAGTAGTGA     |
| <i>Slc7a11</i> _qpcr_F | GAGTGTCAGCTGGAGTGCCC     |
| <i>Slc7a11</i> _qpcr_R | AAAGTTGAGGTAAAACCAGCCAGC |
| <i>Ptgs2</i> _qpcr_F   | TGAGTACCGCAAACGCTTCT     |
| <i>Ptgs2</i> _qpcr_R   | CAGCCATTCCTTCTCTCCTGT    |

**Supplemental Figure S1: The expression level of *Ptgs2* and *Gsta2* .** (A) *Ptgs2* gene expression assessed by RNA-seq, normalized by TPM. (B) *Gsta2* gene expression assessed by RNA-seq, normalized by TPM. Data are mean  $\pm$  SEM;

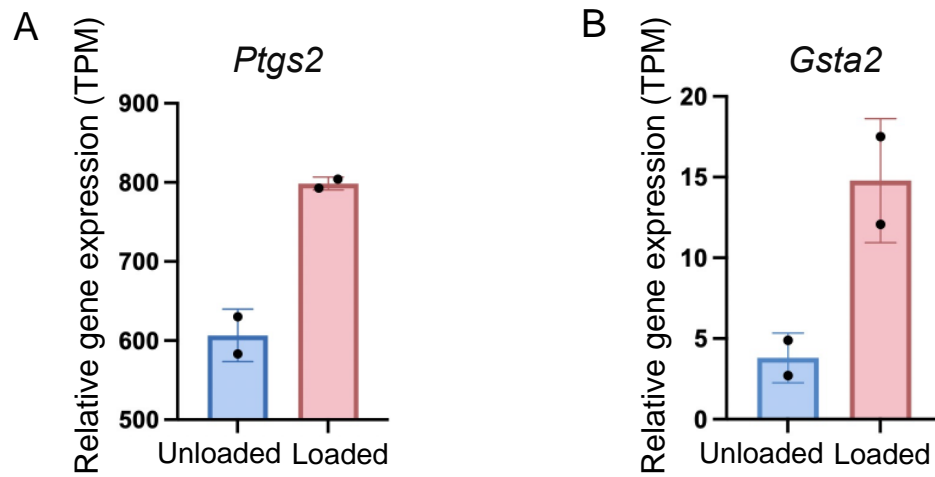

**Supplemental Figure S2: NRF2 exerts cell-type specific role between human aortic endothelial cells and osteocytes.** Gene ontology and pathway enrichment of shared (A) HAEC-specific (B) and osteocytes-specific (C) NRF2 binding sites.

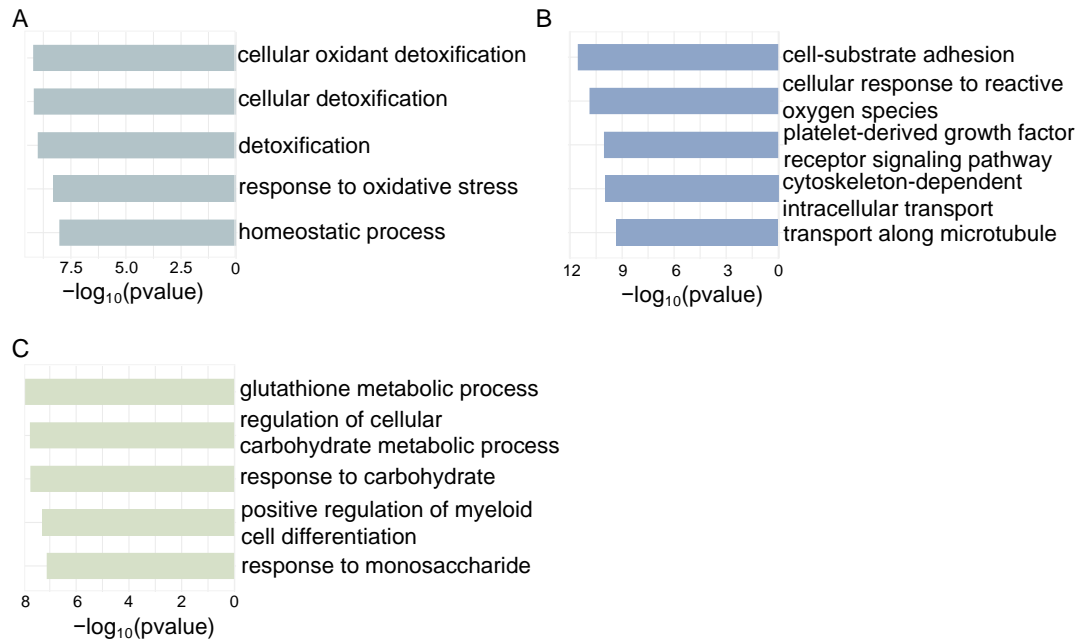

**Supplemental Figure S3: The expression level of *Ppard* and *Cd63*.** (A) *Ppard* gene expression assessed by RNA-seq, normalized by TPM. (B) *Cd63* gene expression assessed by RNA-seq, normalized by TPM. Data are mean  $\pm$  SEM;

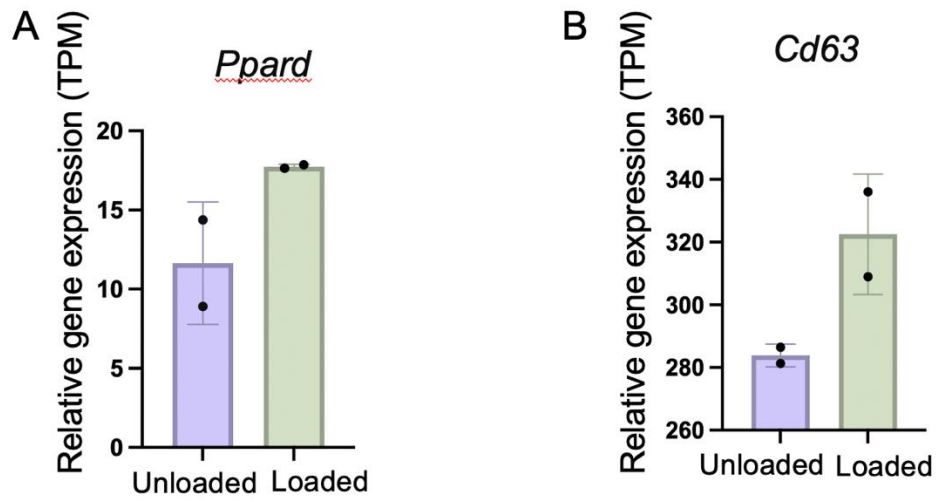

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

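RNA-seq of MLO-Y4 cells was re-analysed from the gene counts of 2 unloaded and 2 loaded cultures, and each sample's condition was taken from its title and treatment record. The authors depleted ribosomal RNA, trimmed and filtered the reads, mapped them to the mouse genome with HISAT2, assembled transcripts with StringTie and converted the assembled coverage to whole numbers with the prepDE script of StringTie. The deposited values are raw counts per gene, without normalization, which was tested on the values: all are whole numbers, and each library has a different total. The annotation release, the strandedness and the read length are not named in the paper's text. All 55450 gene identifiers, versions included, are those of GENCODE M21 (GRCm38), which supplied the symbols, coordinates, exon lengths and GC contents. The listed name of 27 genes is a whole number, and the symbols of these genes were taken from their identifiers. ChIP-seq, Western blot and qPCR results were not analysed here.

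Total counts per library ranged from 28941994 to 32185693, with a median of 29500154 in unloaded and 31261464 in loaded cells. A floor of 3 counts covers counting error only. Genes were filtered with filterByExpr of edgeR 4.0.16 (count minimum 10, 16269 genes kept), normalized by the TMM method and tested with the quasi-likelihood F test (glmQLFit and glmQLFTest) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and the paper's threshold of 0.01 was used. The standard error of a log2 fold change was taken as its size divided by the square root of F. CPM values are TMM-normalized, with the SD over 2 replicates per group. With 2 replicates, results that leave out a library are given as values without a test.

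The main test, the threshold, 4 gene lists and the alternatives were set before the data were examined, apart from those named below. The alternatives were DESeq2 1.42.0 with its defaults (the paper used DESeq2 for differential expression), RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, edgeR's exact test, limma-voom (limma 3.58.1), protein-coding genes only, an adjusted p under 0.05, and a change of at least 2-fold. A robust quasi-likelihood fit, DESeq2 with the replicate block, DESeq2 with alpha 0.01 and a test without genes that share same-strand exons were added after the data were seen. The pairing in the block comes from the replicate numbers in the sample labels alone. The paper's methods name no pairing.

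The principal component analysis used DESeq2's variance stabilizing transformation and the 500 most variable genes. Gene sets were tested two-sided with camera at an inter-gene correlation of 0.01, on the mouse Reactome sets supplied with fgsea 1.28.0 (15 to 500 tested genes) and on hand-written lists of NRF2, interferon-stimulated, ATF4 and YAP/TAZ target genes. These lists are not the sets named in the paper. Alternatives for the hand-written lists alone were an inter-gene correlation estimated from the data and random lists matched on mean expression. Alternatives for the Reactome sets alone were fgsea's ranked test and sets of 5 to 1000 tested genes. RLE factors and the block were used for both. Enrichment among called genes was tested with Fisher's exact test against the tested genes in any Reactome set, which were 4419 genes for edgeR and 5209 genes for DESeq2.

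The procedure was tested on simulated data with 200 changed genes among 16269 and 2 libraries per group. At an adjusted p under 0.01, edgeR's quasi-likelihood test recovered between 24% and 61.5% of the changed genes and DESeq2 between 48.5% and 61.5%, depending on how the dispersion varied between genes. The direction was right for every changed gene that edgeR's test called. The p-value of camera was 8.78e-19 for a simulated list of 37 moved genes and 0.819 for a list of 38 unmoved genes.

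Genes are named in the text by a rule: *Pdpn*, *Ptgs2*, *Gsta2*, *Slc7a11*, *Nfe2l2*, *Ppard* and *Cd63*, which are the 7 genes chosen from the paper's results, *Sost* and *Actb*, the 5 largest changes in each direction among genes with an adjusted p under 0.01 in both edgeR and DESeq2 and a mean of at least 1 CPM, list members with an adjusted p under 0.01, and at most 5 members of a gene set by smallest p. Other genes are marked where they appear. *Sost* had 4 counts in 1 library and 0 in the others and was not tested. *Actb*, the qPCR control, had a log2 fold change of 0.03 (edgeR adjusted p = 0.914). Primer sequences were compared with the annotated transcripts in Python 3.11.15 with Biopython 1.88.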

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

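Of the tests on the genes described here, the tests of overlapping exons and the count of step changes without interferon-stimulated genes were chosen only after the result was seen. *Pygo2* and *Flvcr1*, which the paper does not discuss, were the only genes higher in loaded cells at an edgeR quasi-likelihood adjusted p under 0.01. The log2 fold change was 1.97 for *Pygo2*, with 761 and 896 counts in the unloaded and 3464 and 3317 counts in the loaded libraries. The log2 fold change was 1.79 for *Flvcr1*, with 606 and 532 counts in the unloaded and 2088 and 2041 counts in the loaded libraries. With the replicate number as a block, their adjusted p-values were 0.0156 and 0.0168. Both genes stood under 0.01 with DESeq2, edgeR's exact test, RLE or upper-quartile factors and limma-voom (adjusted p = 0.00605 for both in limma-voom), and not without a filter on low counts.

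Across all tested genes there was almost no trend of the log2 fold change on GC content or exon length (Spearman -0.0154 and -0.0379), and taking out what trend there was gave 2.03 for *Pygo2* and 1.82 for *Flvcr1*. The correction moved the values little, so it speaks only against a bias shared by all genes. Reads moved between overlapping genes were tested by annotation, and 0 of the 2 genes share same-strand exons with another gene. On either strand it was 1 gene: *Flvcr1* overlaps *A230020J21Rik* on the other strand, which had 75 and 71 counts in the unloaded and 115 and 55 counts in the loaded libraries. Its mean count did not fall: the fall as a share of the rise of *Flvcr1* was -0.00802, so this goes against reads taken from that gene. A further candidate explanation is that gene counts step between libraries whatever their group, through transcript assembly or counting. A step was defined as a difference of at least 1.5 on the log2 scale with replicates within 0.3, in genes of at least 10 CPM. The split by loading gave 11 such genes, and the crossed splits of the 4 libraries gave at most 4. Most steps in the split by loading were members of the list of interferon-stimulated genes, however. With that list left out, the split by loading gave 4 genes (*Flvcr1*, *Gbp5*, *Irgm2* and *Pygo2*), and the crossed splits gave 4 and 3 genes. *Gbp5* is a member of Reactome's interferon gamma signaling set, so the list did not take out every interferon gene, and 4 is an upper count for loading. The 4 in the split by replicate number hold *Chtf8* under separate identifiers. Leaving out that list could lower only the split by loading, and 2 of the 4 genes in the split by replicate number share same-strand exons with another gene, as does 1 of the 4 in the split by loading, so this comparison does not settle the question. Step changes whatever the group were rare but not absent, and they were not excluded for *Pygo2* and *Flvcr1*. A response to the loaded condition remains a hypothesis. The paper's methods describe the elastic plates for the loaded group only. If the unloaded cells were on ordinary plates, as in the sample records but not in Fig. 1A, the culture surface cannot be separated from stretching.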

How the results depend on the processing

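In this part, 4 alternatives, named as such, and the comparisons of camera's reference distributions and of standard errors were chosen only after the result was seen. Counts of genes with an adjusted p under 0.01 depended strongly on the test. edgeR's quasi-likelihood test gave 2 genes higher and 14 lower. DESeq2 gave 170 and 193 genes, edgeR's exact test 104 and 175, a minimum of 10 counts in every library 4 and 25, and an adjusted p under 0.05 gave 55 and 92. The share of higher genes among the calls was 12.5% with edgeR's quasi-likelihood test and 46.8% with DESeq2. Without a filter on low counts, 0 and 0 genes passed, with 2435 genes at an unadjusted p under 0.05. Of the alternatives chosen after seeing the data, a robust quasi-likelihood fit gave 11 and 46 genes, DESeq2 with the replicate block 63 and 95, DESeq2 with alpha 0.01 170 and 192, and genes without same-strand exon overlap 4 and 20. RLE factors, upper-quartile factors, limma-voom, protein-coding genes and a change of at least 2-fold gave 2 or 3 higher and 13 to 19 lower genes. Apart from the standard errors given below and simulated data under the other observations, the cause of these differences was not tested.

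With the replicate number as a block, 0 genes were higher and 0 lower at an adjusted p under 0.01, and 844 higher and 995 lower genes had an unadjusted p under 0.05. The correlation of same-numbered libraries was -0.057, so same-numbered libraries did not deviate together from their group means, and the cause of the loss of calls was not tested. No odds ratio could be given under the block, since it left no called genes.

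The log2 fold changes of the 7 genes chosen from the paper's results kept their direction with DESeq2, RLE or upper-quartile factors, no filter, the block, edgeR's exact test and limma-voom, and when each library was left out. *Pdpn*, *Ptgs2*, *Gsta2* and *Slc7a11* passed an adjusted p of 0.01 with DESeq2 (0.60, 0.43, 2.00 and 0.80) and with edgeR's exact test (0.59, 0.42, 1.99 and 0.79), and in none of the other 5. Over these 7 alternatives the adjusted p of *Ptgs2* ranged from 1.89e-06 to 0.148. No further run tested the cause. DESeq2's standard errors were larger than edgeR's for *Pdpn* (0.0932 against 0.0703), *Ptgs2* (0.0765 against 0.057), *Gsta2* (0.429 against 0.333) and *Slc7a11* (0.12 against 0.0978). Their log2 fold changes were nearly the same, so smaller standard errors do not account for DESeq2's smaller p-values. For these genes the difference lies in how each test turns that ratio into a p-value. *Nfe2l2*, *Ppard* and *Cd63* passed in none of the 7 alternatives.

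The PC1 share of 46.2% was 38.8% on log2 CPM values and ranged from 56.8% to 63.7% when each library was left out in turn, where 3 libraries leave fewer components. The median of the NRF2 target list was 0.20 with the inter-gene correlation estimated from the data, where its adjusted p was 0.0616. In the other fits, with RLE or upper-quartile factors, the block or a minimum of 10 counts, it ranged from 1.93e-15 to 4.63e-13. An estimated correlation also makes camera use a t distribution on 2 residual degrees of freedom in place of a normal distribution. With the fixed correlation and that t distribution the adjusted p was 0.0313 for the NRF2 list and 0.00672 for the interferon-stimulated list, and with the estimated correlation (0.0484 for the NRF2 list) and the normal distribution it was 5.16e-08 for the NRF2 list. Most of the loss therefore comes from the reference distribution, and the very small p-values of the lists rest on the normal distribution. For the YAP/TAZ list the camera adjusted p was 0.0381 with the estimated correlation and the normal distribution. It was 0.243 with the fixed correlation and the t distribution, and 0.0596 in the main test. With each library left out, the median of the interferon-stimulated list ranged from -1.14 to -0.97 and that of the YAP/TAZ list from 0.0237 to 0.125. Reactome sets higher in loaded cells numbered 21 with fgsea's ranked test against 10. The camera FDRs of the Reactome sets likewise rest on the normal distribution. They were not recomputed with the t distribution, so their stability under it is not known. The odds ratio of cellular responses to stress among genes higher in loaded cells, 0 with 2 called genes, was 1.69 with DESeq2's calls and 0 with 24 genes called at an adjusted p under 0.05, and the cause was not tested. With 2 replicates per group, changes in weakly counted genes such as *Gsta2*, at 45 to 272 counts, carry the widest errors.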

Differences from the paper's values

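The settings named here as chosen after seeing the values are the only tests in this part that were added late. A gap is called closed where neither value is more than 1.5 times the other. The paper reports 169 genes higher under loading, against 2 genes here with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, gave 170 genes and closed the gap. RLE factors, upper-quartile factors, no filter, at least 10 counts in every library, the replicate block, edgeR's exact test, limma-voom, protein-coding genes, an adjusted p under 0.05 and a change of at least 2-fold did not. DESeq2 with alpha 0.01, chosen after seeing the values, also gave 170.

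The paper reports 192 genes lower under loading, against 14 genes here. Of the alternatives set before the data were examined, DESeq2 gave 193 genes and edgeR's exact test gave 175. Both closed the gap by that rule, although the exact test stayed below the paper's count and did not close the gap for genes higher under loading (104 genes). RLE factors, upper-quartile factors, no filter, at least 10 counts in every library, the replicate block, limma-voom, protein-coding genes, an adjusted p under 0.05 and a change of at least 2-fold did not. DESeq2 with alpha 0.01, chosen after seeing the values, gave the paper's 192.

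The paper counts *Pdpn* and *Ptgs2* among the genes significantly higher under loading and states that *Gsta2* was higher. In edgeR's quasi-likelihood test the adjusted p was 0.0334 for *Pdpn*, 0.0386 for *Ptgs2* and 0.0707 for *Gsta2*, above the threshold of 0.01, with each gene higher in both loaded libraries. All of these genes passed the threshold with DESeq2 and with edgeR's exact test, and with DESeq2 at alpha 0.01, chosen after seeing the values. *Pdpn* (adjusted p = 0.000215) and *Ptgs2* (adjusted p = 0.00536) also passed with DESeq2 and the replicate block, chosen after seeing the values, and *Gsta2* did not (adjusted p = 0.0151). At the threshold of 0.05, *Pdpn* and *Ptgs2* passed in the quasi-likelihood test. Over all settings run, the adjusted p ranged from 2.2e-08 to 0.0807 for *Pdpn*, from 1.89e-06 to 0.148 for *Ptgs2* and from 0.000133 to 0.137 for *Gsta2*.

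In Fig. 1E the paper lists cellular responses to stress among the functions of genes higher under loading. In the Reactome collection used here, which is not the paper's collection, the set of that name had a camera FDR of 0.812 with a median log2 fold change of 0.01, and an odds ratio of 1.69 among DESeq2's calls (Fisher's exact p = 0.234) and of 0 among edgeR's calls at an adjusted p under 0.05 (Fisher's exact p = 0.628).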

Other observations

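Of the tests in this part, the test of overlapping genes in steps between replicates and the simulation with dispersion varying by the fitted prior were chosen only after the result was seen, and the list of hypoxia-inducible genes was written after *Car9* was seen.

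Interferon-stimulated genes were lower in loaded cells for all 42 listed members, with a median log2 fold change of -1.01. After a trend on GC content and exon length was taken out, the median was -0.99. The 36 of 42 members without same-strand exon overlap had a median of -0.95. RLE or upper-quartile factors moved the median by at most 0.00899. The GC and length correction moved the median little, so it speaks only against a bias shared by all genes. The factors act on all genes alike and moved the median less still, so they speak only against a shift shared by all genes. The value without overlapping members goes against same-strand overlap of genes as the explanation. A lower interferon response under the loaded condition is a hypothesis that remains. The sample records place unloaded cells on ordinary culture plates, whereas Fig. 1A draws both groups on the same kind of plate. The methods name the elastic plates for the loaded group only. If the records are right, a response to the culture surface cannot be told apart from one to stretching.

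The NRF2 target list had a median of 0.20, which became 0.24 after the trend on GC content and exon length was taken out, a correction too small to test more than a bias shared by all genes. The idea that genes shared with the ATF4 list carry the increase could not be tested, since the lists share no tested gene and the median without shared genes was 0.20 by construction.

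*Car9*, chosen after its values were seen, fell by 1.32 on the log2 scale (edgeR adjusted p = 0.0128), with 902 and 917 counts in the unloaded and 384 and 375 counts in the loaded libraries. A lower oxygen response in loaded cells was tested on a list of 31 other hypoxia-inducible genes. The two-sided p-value of camera was 0.0395, in the direction the hypothesis predicts, with a median log2 fold change of -0.06, 12 genes higher and 19 lower. The median lay at percentile 1.78 of random lists matched on mean expression. Adjusted over 5 lists the p-value was 0.0559, and with the replicate number as a block it was 0.0481 unadjusted. With the correlation estimated from the data, at -0.0289, and the t distribution that goes with it, it was 0.144. The shift is small and failed the correction, so a lower oxygen response may contribute but was not established.

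DESeq2 called 363 genes and edgeR's quasi-likelihood test 16. On simulated counts, the share of DESeq2's calls that were unchanged genes was 3.91% with trended dispersion, 11.6% with gene-wise dispersion and 27.1% with dispersion varying by the fitted prior, against a nominal 1%. The shares for edgeR's quasi-likelihood test in these simulations were 2.38%, 7.55% and 0%, while it recovered 61.5%, 49% and 24% of the changed genes, against 61.5%, 61% and 48.5% for DESeq2. A candidate explanation for part of the difference is that DESeq2 calls unchanged genes at this sample number. The lower recovery by edgeR's test in the last 2 of these simulations may account for another part. DESeq2 made 128, 138 and 133 calls in these simulations, against 126, 106 and 48 for edgeR's test, so none reached the gap of the real data. Of the 200 planted changes, 100 were at least 4-fold, so the shares need not hold for the real genes. The simulation with trended dispersion leaves the first explanation open, and the truth for the real genes is not known.

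Some genes differed over 4-fold between libraries of one group. Among well counted genes, 6 of 10 such genes in the unloaded group share same-strand exons with another gene, against 8.92% of the others (Fisher's exact p = 7.94e-05). In the loaded group 4 of 6 do, against 8.81% (Fisher's exact p = 0.000793). This is consistent with reads moved between overlapping genes by transcript assembly. For *Chtf8*, chosen after its values were seen, 1 identifier had 3694, 992, 3850 and 1119 counts and another had 214, 3094, 226 and 2879 counts, in the order unloaded 1 and 2, loaded 1 and 2. No biological explanation was tested.

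The 37 genes of the mitochondrial chromosome are listed at 0 in all libraries. *Gm10925*, *Gm28661* and *Gm28437*, chosen after their values were seen, together took between 0.883% and 1.09% of the counts of each library. The listed names of 27 genes, all with symbols that begin with Sept or Mar, are whole numbers. *Dmp1*, a gene of osteocytes chosen after its values were seen, had 12 to 14 counts per library, and *Mepe* had 0. *Phex*, likewise outside the naming rule, had 1270 and 1328 counts in the unloaded and 1532 and 1662 counts in the loaded libraries. The Spearman correlation of the log2 fold change across genes was -0.0154 with GC content and -0.0379 with exon length, and genes are not independent replicates. The median log2 fold change of all tested genes was -0.01.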
